A study of Arabidopsis thaliana with 3 samples.

How the data were processed

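The study immunoprecipitated GFP-tagged protein, crosslinked to DNA with formaldehyde, from mitochondria purified from whole Arabidopsis thaliana seedlings, and sequenced the DNA that came down as read pairs on an Illumina MiSeq. GFP-Trap, a resin that binds GFP, served as the capture reagent in all 3 plant lines. The Mito-GFP line was the control. The other lines carried SHOT1-GFP, a fusion of the mitochondrial mTERF-family protein SHOT1 to GFP, either under a strong viral promoter (p35S) or under the promoter of SHOT1 itself. Each line was represented by 1 library, so there was no replicate spread, and each sample was put in its group by its genotype label.

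The peaks lie on a single mitochondrial genome sequence, with an effective size of 367808 bp per the file headers. The aligner Bowtie2 appears only in the run names of those headers, and its version and settings, any trimming and the placement of reads that match several repeated sites are not stated there. Per the file headers, peaks were called separately for each library with MACS2 2.1.1.20160309 in paired-end mode, with no control library, 1 fragment kept per position, a q-value cutoff of 0.05 and a regional background taken over 10000 bp. The pileup signal deposited by the authors is the number of fragments covering the summit base after duplicate removal, and it was not scaled. The −log10 p-values and −log10 q-values deposited by the authors test that pileup against the local background of the same library. The header of the p-value column lacks its minus sign, but its values are all positive and were read as −log10 p. The fold enrichment deposited by the authors is a ratio of the summit pileup to that same local background. The Mito-GFP library therefore entered none of the fold, p or q values of the SHOT1-GFP libraries. Because each background came from the same library, a stretch with more copies or more matching reads is scored in the same way as a stretch that was enriched by the immunoprecipitation. Each peak also carries a short note by the authors, whose method is not stated.

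The local background of each peak was recovered as (pileup + 1) / fold − 1. A Poisson upper tail at this background returned the deposited −log10 p of all 12 peaks within 8.73e-05, so the relation of pileup, background, fold and p was known exactly. Peak coordinates are given as in the authors' lists, counted from 1, and length equalled end minus start plus 1 in 12 of 12 peaks. The pileup sure to reach the q-value cutoff was bounded from the smallest difference between −log10 p and −log10 q in each list, a difference that grew with −log10 p in every list. At the mean coverage of each library this bound was 19 fragments in the control, 19 in p35S SHOT1-GFP and 17 in native-promoter SHOT1-GFP. It covers the q-value only, and a short stretch above it could have been passed over by the peak caller. The deposited peaks were all at least as long as the fragment size of their library.

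Gene names came from a gene table of the TAIR10.1 assembly, which holds 284 mitochondrial entries, of which 218 are unnamed ncRNA entries and 26 are tRNA genes or tRNA pseudogenes by name. Whether this table and the peak lists use the same mitochondrial sequence was checked with the authors' notes. Of 6 peaks whose note names a tRNA gene, 6 had a gene of that name as the nearest tRNA entry, and 0 entries of the table ended beyond 367808 bp. The table gives neither strand nor exons, so distances are reported by coordinate and coordinates of genes are not printed.

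Peaks were called shared when they overlapped by at least 1 bp. The overlap of each pair of lists was set against 10000 random rotations of one list around the genome with a fixed seed, as a description of these libraries. Summit pileups of peaks called in 2 libraries were compared with an exact two-sided binomial test conditional on their sum, with fragments times fragment size as exposure, and 3 such tests were adjusted by the Benjamini-Hochberg method. Such a test compares 2 libraries and not 2 genotypes, and it takes the highest base of each peak as if it had been fixed in advance. Shares of fragments carry 95% Wilson intervals. Intervals of fold enrichment apply the Wilson interval of the pileup at a fixed background. A counting floor of 3 fragments equals 0.0328% of the control, 0.0341% of the p35S SHOT1-GFP and 0.0346% of the native-promoter SHOT1-GFP fragments. The lists cannot show shares this small, because they hold called peaks only, the lowest with a pileup of 21 fragments. The intervals and this floor cover counting error only, since PCR products without molecular identifiers are not independent molecules. The analysis used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

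The overlap and placement steps were tested on simulated data. Under 5% of placements were as large in 3% of 200 pairs of independent lists and in 100% of 200 pairs sharing 2 planted peaks. Both outcomes were largely set by the design. Independent pairs counted only if they overlapped, which lists of these sizes seldom do, and planted peaks were slightly shifted copies. Simulated peaks were placed uniformly, so repeats and uneven mapping were not covered. The exact test gave p under 0.05 in 5.3% of 1000 pairs of equal pileups and in 96.6% of 1000 pairs that were 2 times apart.

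Before the data were examined, the alternatives were fixed as a −log10 q of at least 10, a fold enrichment of at least 2, the upper 50% of each list, 3 other definitions of a shared peak, control peaks widened by 500 bp on each side, single placement of each peak, and the summit in place of the whole peak for gene overlap. The peaks to be named were fixed in the same way. They are the regions shared by both SHOT1-GFP lines and absent from the control, and the 3 peaks with the highest fold enrichment in each list. Other exposures for the pileup tests, the gene overlap without unnamed ncRNA entries, the alternatives for the random placement of each SHOT1-GFP list against the control and the distances to tRNA genes were added after the data were seen. Sequence composition and motifs were not analysed here, because no genome sequence was used.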

Results

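To locate binding sites of SHOT1 on the mitochondrial genome, DNA was recovered with GFP-Trap from crosslinked mitochondria of 3 Arabidopsis lines, with 1 library per line. SHOT1, also named MTERF18, belongs to the mitochondrial transcription termination factor family. The p35S SHOT1-GFP line expressed the tagged protein from the strong viral promoter p35S, the native-promoter SHOT1-GFP line expressed it from the promoter of its own gene, and the Mito-GFP line was the control. The authors' headers list 11223 mitochondrial fragments for the control, 9124 for p35S SHOT1-GFP and 10465 for native-promoter SHOT1-GFP. After the authors removed duplicates, 9160, 8785 and 8664 fragments were left. The fragment size given in those headers was 290 bp in the control, 299 bp in p35S SHOT1-GFP and 278 bp in native-promoter SHOT1-GFP, which gave mean coverages of 7.22, 7.14 and 6.55 fragments per base. Depth was therefore similar in the 3 libraries and low in each. No line had a replicate library, so differences between lines could not be set against a replicate spread.

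The authors' peak calling gave 2 peaks in the control, 4 in p35S SHOT1-GFP and 6 in native-promoter SHOT1-GFP. These peaks covered 956 bp, 1647 bp and 2544 bp, or 0.260%, 0.448% and 0.692% of the 367808 bp genome. Fold enrichment, the authors' ratio of the summit pileup to the local background of the same library, had a median of 5.91 over the 2 control peaks, with values of 3.20 and 8.62. Its median was 4.30 in p35S SHOT1-GFP, with a range from 3.50 to 5.46, and 3.75 in native-promoter SHOT1-GFP, with a range from 2.80 to 6.61. Requiring a −log10 q of at least 10 took the counts to 1 peak in the control, 3 in p35S SHOT1-GFP and 3 in native-promoter SHOT1-GFP.

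**Figure D1:**
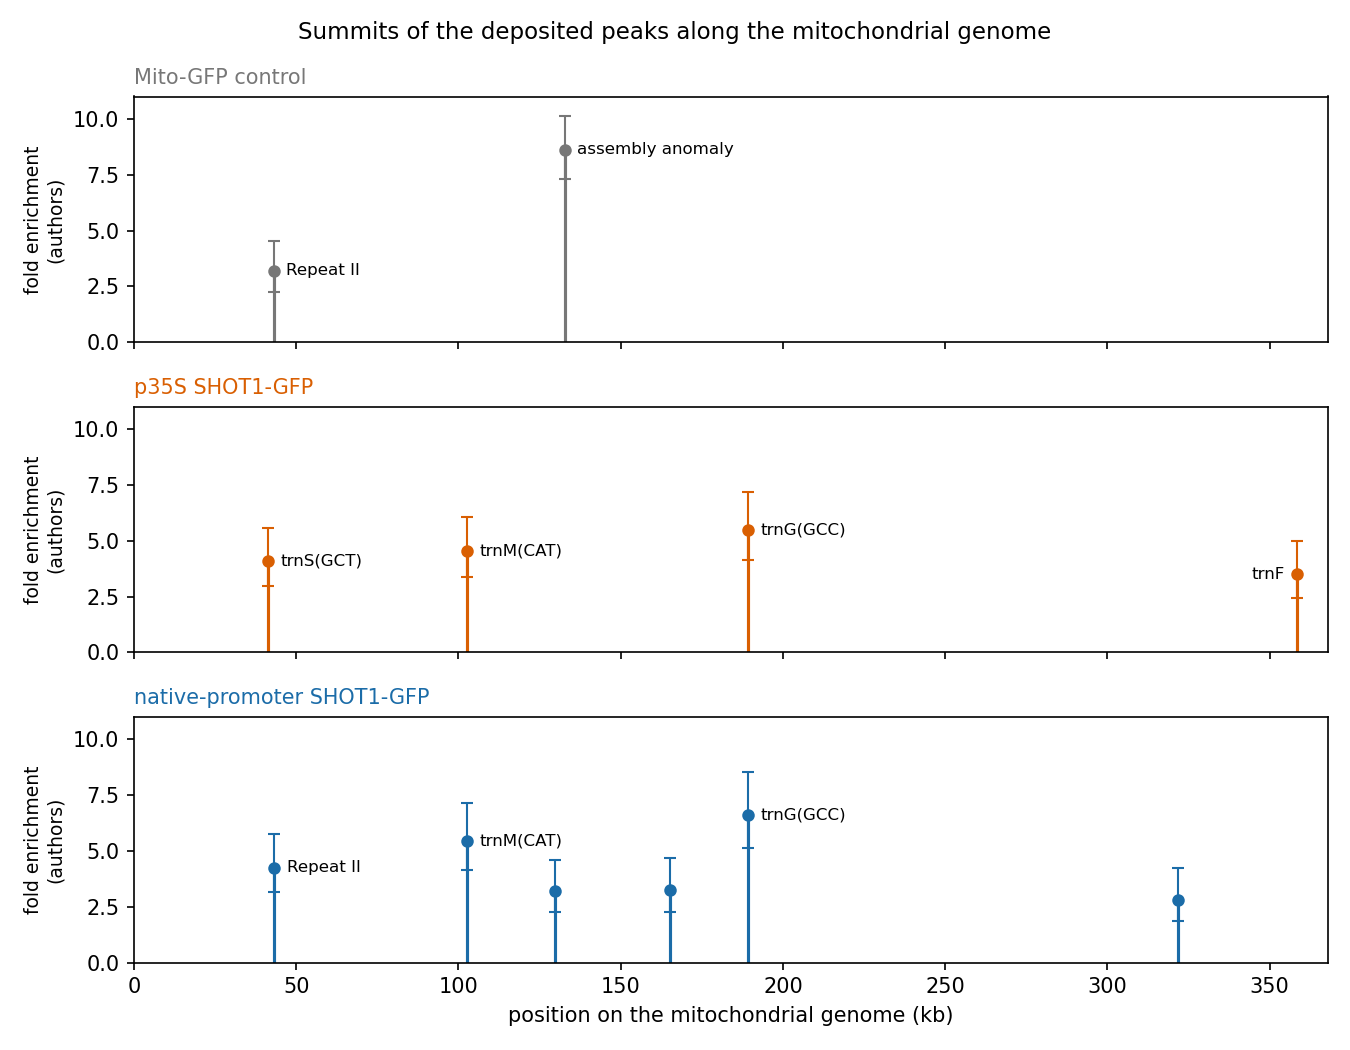
Summit position on the mitochondrial genome (x axis, kb) against the authors' fold enrichment (y axis, linear from 0) for each deposited peak, with 1 panel per library. Bars are 95% Wilson intervals of the summit pileup at a fixed local background. Labels are shortened from the authors' notes, and peaks noted "Peak not present in MK30" carry no label. Peaks at trnM(CAT) and trnG(GCC) appear in both SHOT1-GFP panels and not in the control panel, while the control panel holds the highest single value, 8.62.

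Comparison of the SHOT1-GFP lists with the control asked which peaks were also called without tagged SHOT1. In p35S SHOT1-GFP, 0 of 4 peaks overlapped a control peak. In native-promoter SHOT1-GFP, 1 of 6 peaks did. This peak, from 42909 to 43490 with its summit at 43192, covered the whole of the 384 bp control peak from 42998 to 43381, whose summit was at 43069. Both carry the note Repeat II. By the annotation they lay between trnC(GCA) and trnN(GTT) and overlapped no named gene. In the native-promoter library the summit was covered by 40 fragments, or 0.462% of all fragments (95% Wilson interval 0.339 to 0.628%), with a fold enrichment of 4.25 and a −log10 q of 11.8. The control summit was covered by 29 fragments, or 0.317% (0.221 to 0.454%), with a fold enrichment of 3.20 and a −log10 q of 5.43. The native-promoter pileup was 1.52 times the control pileup after allowing for depth (95% interval 0.920 to 2.54), a difference within counting error between these libraries (exact two-sided binomial test, p = 0.0917, adjusted p = 0.275 over 3 comparisons). The overlap of 384 bp was reached by 36 of 10000 random rotations of the control list.

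The other control peak, from 132360 to 132931 with its summit at 132763, was found in neither SHOT1-GFP list. It had the highest pileup of all 12 peaks, 141 fragments or 1.54% of the control library (1.31 to 1.81%), with a fold enrichment of 8.62 and a −log10 q of 77.7. Its local background, 15.5 fragments, was above the mean coverage of 7.22. The authors' note calls it an assembly anomaly. It lay 4136 bp above rrn18 and 7865 bp below rrn26 and overlapped no annotated gene.

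Comparison of the SHOT1-GFP lines with each other asked which sites were recovered at both expression settings. Of the 4 peaks in p35S SHOT1-GFP, 2 overlapped a native-promoter peak, and both of these regions were free of control peaks. They shared 957 bp in all, which none of the 10000 random rotations reached. The largest random overlap was 902 bp. By the peak lengths and spacings, an overlap that large needs a small rotation that leaves both shared pairs nearly in place. It therefore does not show how close chance placement came. In 9520 of the rotations the lists did not overlap at all. For p35S SHOT1-GFP and the control the absence of overlap was no departure from chance, since 9812 of 10000 rotations also gave none.

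The first shared region lay at trnM(CAT). The p35S SHOT1-GFP peak ran from 102324 to 102816 with its summit at 102599, and the native-promoter peak ran from 102374 to 102828 with its summit at 102565. They had 443 bp in common, which was 89.9% of the former and 97.4% of the latter, and their summits were 34 bp apart. Both peaks contained the whole 73 bp gene and 1 unnamed ncRNA entry. The p35S summit lay 4 bp and the native-promoter summit 38 bp from the gene, on its lower-coordinate side, and the authors' notes place both upstream of the gene. Pileup was 43 fragments in p35S SHOT1-GFP, or 0.489% of the library (0.364 to 0.659%), with a fold enrichment of 4.52 and a −log10 q of 13.3. In the native-promoter library it was 49 fragments, or 0.566% (0.428 to 0.747%), with a fold enrichment of 5.43 and a −log10 q of 18.8. The depth-adjusted ratio of native-promoter to p35S pileup was 1.24 (95% interval 0.808 to 1.92), not distinguishable from equality in these libraries (exact two-sided binomial test, p = 0.299, adjusted p = 0.299).

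The second shared region lay at trnG(GCC), between 188986 and 189514. Here the p35S SHOT1-GFP peak from 188987 to 189514 and the native-promoter peak from 188986 to 189500 had 514 bp in common, 97.3% and 99.8% of their lengths. Their summits, at 189240 and 189248, were 8 bp apart and lay 47 bp and 39 bp from the gene on its lower-coordinate side, which the authors' notes again call upstream. Both peaks contained the whole 72 bp gene and reached into the protein-coding gene ccmFC, by 32 bp in p35S SHOT1-GFP and by 18 bp in native-promoter SHOT1-GFP. These were the peaks with the highest fold enrichment in their lists, 5.46 with a −log10 q of 16.8 in p35S SHOT1-GFP and 6.61 with a −log10 q of 24.0 in native-promoter SHOT1-GFP. Pileup was 49 fragments, or 0.558% (0.422 to 0.737%), and 56 fragments, or 0.646% (0.498 to 0.838%). The ratio of native-promoter to p35S pileup was 1.25 (95% interval 0.834 to 1.87), again within counting error (exact two-sided binomial test, p = 0.283, adjusted p = 0.299).

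At the pooled summit pileup of both SHOT1-GFP libraries relative to their mean coverage, the control summit would have been covered by 48.5 fragments at trnM(CAT) and by 55.4 at trnG(GCC). At the lower 95% Wilson bounds of the pooled pileups the values were 39.6 and 45.8 fragments. A pileup of 22 at trnM(CAT) and 21 at trnG(GCC) was sure to reach the q-value cutoff in the control. An equal level in the control was thus above the pileup sure to reach that cutoff, although the actual control pileup at these sites was not given in its list.

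**Figure D2:**
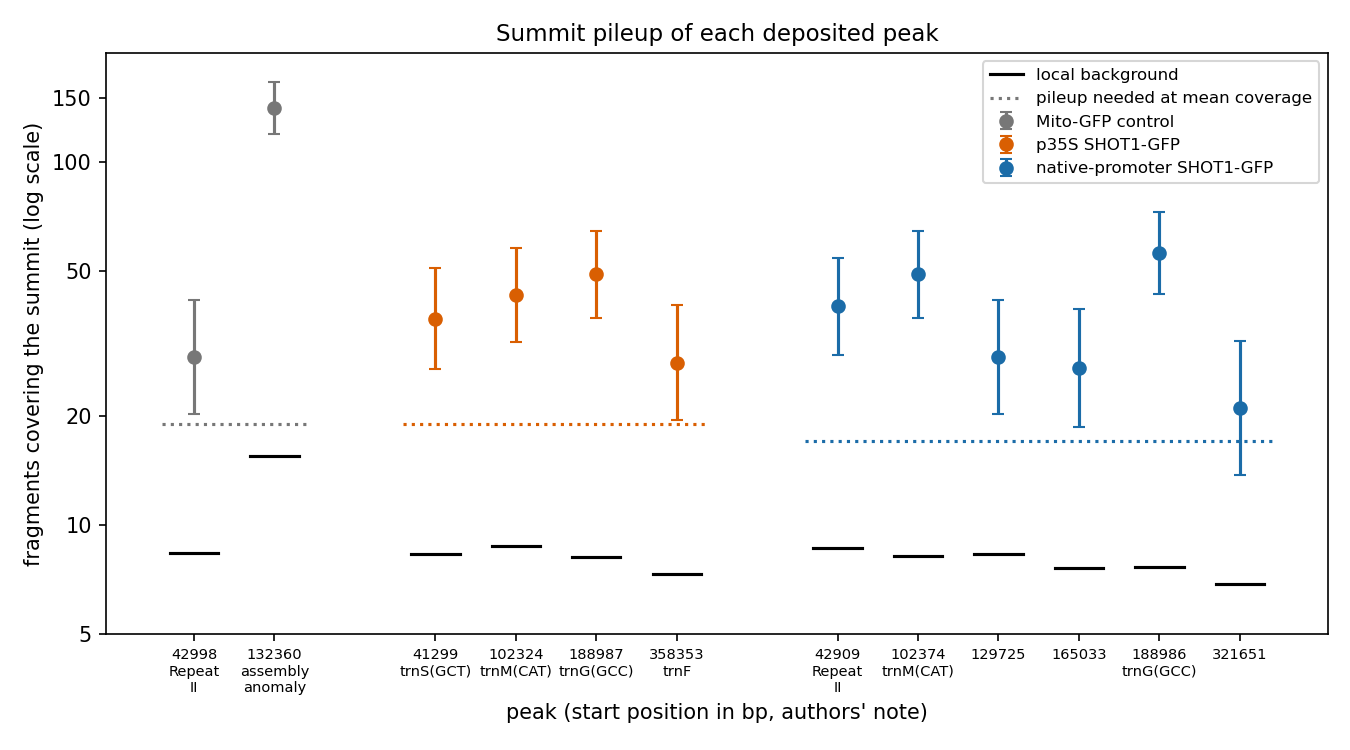
Number of fragments covering the summit (y axis, log scale) for each deposited peak, labelled by start position and the authors' note in short form. Peaks noted "Peak not present in MK30" show the start position only. Bars are 95% Wilson intervals, black lines the local background of each peak, and dotted lines the pileup sure to reach the q-value cutoff at the mean coverage of each library. The 3 lowest native-promoter peaks, at 129725, 165033 and 321651, have 29, 27 and 21 fragments, and the control peak at 132360 stands above all others with 141.

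Peaks called in a single SHOT1-GFP line and not in the control numbered 5. The strongest was the p35S SHOT1-GFP peak from 41299 to 41618, with its summit at 41435, a pileup of 37 fragments, a fold enrichment of 4.08 and a −log10 q of 10.2. It contained the whole 88 bp trnS(GCT) gene, and its summit lay 51 bp from the gene on the lower-coordinate side. The remaining 4 peaks fell outside the rule for naming peaks and were added after their values were seen. In p35S SHOT1-GFP, the peak from 358353 to 358658 had a pileup of 28 fragments and a fold enrichment of 3.50. The authors' note places it upstream of trnF. By the annotation its summit was 338 bp from a trnF entry classed as a pseudogene, and the peak overlapped no annotated gene. In native-promoter SHOT1-GFP, the peaks from 129725 to 130049, from 165033 to 165391 and from 321651 to 321958 carry the authors' note "Peak not present in MK30". MK30 was taken here to be the p35S line, whose list lacks these peaks, as the control list does. These native-promoter peaks had the lowest fold enrichments of their list, 3.22, 3.25 and 2.80. The peak at 129725 lay 1501 bp above rrn18 and the peak at 165033 lay 446 bp below nad6, and neither overlapped an annotated gene. The peak at 321651 contained a second copy of trnS(GCT). The lack of a control call at 129725 says little. That site lies within the 10000 bp span used for the background around the control peak at 132360. At the local background of that control peak, 15.5 fragments, a pileup of 32 was sure to reach the q-value cutoff. The control background at 129725 itself was not given in its list.

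The annotation placed a gene under 1 of 2 control peaks, 3 of 4 peaks in p35S SHOT1-GFP and 4 of 6 in native-promoter SHOT1-GFP. Without unnamed ncRNA entries these counts became 0, 3 and 3, and every remaining peak contained a whole tRNA gene. These 6 peaks fell on 4 distinct tRNA genes. Their summits were 4 to 59 bp from the gene, and 6 of 6 lay on its lower-coordinate side. With unnamed ncRNA entries included, the summit itself fell inside an entry for 0 control peaks, 1 peak in p35S SHOT1-GFP and 0 in native-promoter SHOT1-GFP. That 1 entry was an unnamed ncRNA, since no summit lay inside a named gene.

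**Figure D3:**
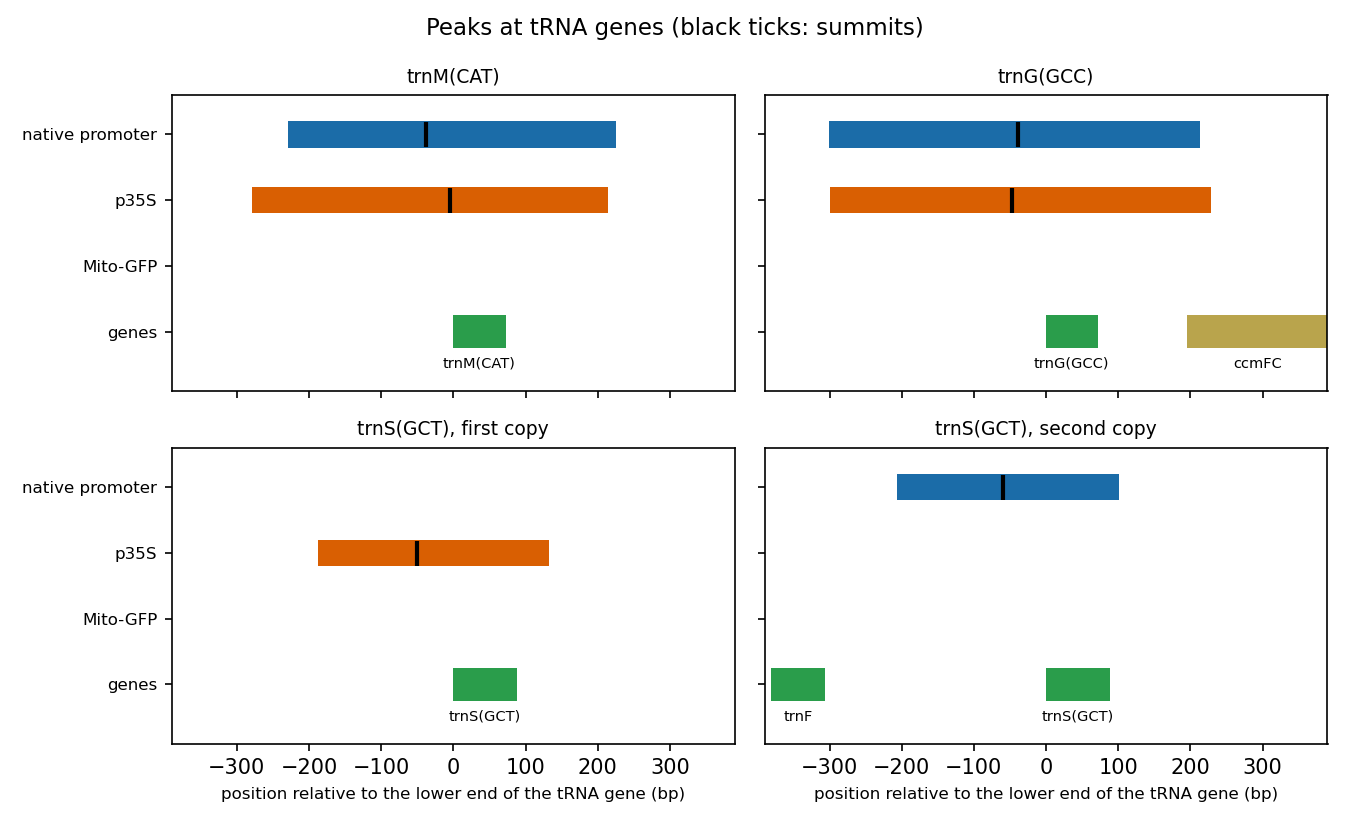
Peaks (bars) and their summits (black ticks) around 4 tRNA genes, with position relative to the lower-coordinate end of the gene in bp on the x axis and 1 row per library above the named genes of the annotation (green for tRNA genes, ochre for protein-coding genes). Both SHOT1-GFP lines have a peak at trnM(CAT) and trnG(GCC), each copy of trnS(GCT) has a peak in 1 line, and the Mito-GFP rows are empty.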

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

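The regions shared by both SHOT1-GFP lines and absent from the control numbered 2 under all 7 alternatives tried for them, and 2 of the p35S SHOT1-GFP peaks overlapped native-promoter peaks under all 6 tried for that overlap. No p35S SHOT1-GFP peak overlapped a control peak with control peaks widened by 500 bp or with summits within 250 bp as the definition. The stricter lists and stricter overlaps could not have moved that count from 0. The overlap of both SHOT1-GFP lists stayed above every random placement under the 4 alternatives run. Both stricter lists kept the shared peaks and dropped only others, so they could hardly have lowered that rank. Only single placement of each peak was a real check of it, and none of those placements was as large. The fold enrichment minimum of 2 removed no peak, so it could not move any result and says nothing about stability.

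Requiring a −log10 q of at least 10 left 1 control peak of 572 bp with a fold enrichment of 8.62 and 0 gene overlaps, and 3 native-promoter peaks covering 1552 bp with a median fold enrichment of 5.43. The overlap of native-promoter and control peaks then went from 1 to 0, because the control peak at Repeat II, with a −log10 q of 5.43, was left out. The upper 50% of each list kept the same control and native-promoter peaks, with the same values of 1 and 3 peaks, 572 and 1552 bp, fold enrichments of 8.62 and 5.43, 0 control peaks over a gene and 0 peaks shared with the control. It left 2 peaks covering 1021 bp in p35S SHOT1-GFP. Counting a gene, unnamed ncRNA entries included, only where the summit fell inside it gave 0, 1 and 0 peaks in the control, p35S SHOT1-GFP and native-promoter SHOT1-GFP. Leaving out unnamed ncRNA entries, which was chosen after the data were seen, gave 0 for the control.

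The 3 pileup ratios kept their direction and stayed without a call under both other exposures, which were also chosen after the data were seen. With the number of fragments as exposure they were 1.16 at trnM(CAT), 1.16 at trnG(GCC) and 1.46 at Repeat II, and with the local background 1.21, 1.22 and 1.34. A pair of results that are not central moved: the percentile of the native-promoter and control overlap, whose alternatives were added after the data were seen, fell from 99.64 to 0 under both stricter lists, and the number of SHOT1-GFP regions near a tRNA gene fell from 4 within 100 bp to 2 within 50 bp.

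Depth limits what the lists can show. Mean coverages were 6.55 to 7.22 fragments per base. At the mean coverage the q-value cutoff was sure to be reached only from 17 to 19 fragments upward, and the lowest deposited pileup was 21. Leaving out a replicate was not possible, and no paired analysis was possible because each line had 1 library.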

Other observations

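The tests of an assembly fault, of removed rows and of distances to tRNA genes were chosen after the patterns had been seen, and the others before their results were seen. Explanations offered here are hypotheses from 1 library per line.

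The highest peak of the study was in the control alone, under a note by the authors that calls it an assembly anomaly. A fault of the reference sequence would be met by all libraries mapped to it, and 0 of the 2 SHOT1-GFP lists have a peak there. That absence is what drew attention to the peak, so it is no separate test of the note. Depth does not account for the absence. The control pileup of 141, scaled to the mean coverage of the other libraries, is 139 fragments in p35S SHOT1-GFP and 128 in native-promoter SHOT1-GFP. At that background, pileups of 32 and 31 were sure to reach the q-value cutoff. The peak numbers of those lists, which follow position, have 0 gaps, but renumbering would leave none, so rows removed from the SHOT1-GFP lists remain possible. Reads from DNA other than the reference sequence, such as the transgene, a nuclear copy or plastid DNA, might also stack there in the control library, which could not be tested without reads. The pattern cannot be told apart from these explanations.

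Summits of the SHOT1-GFP peaks gathered at tRNA genes. Merged over both lines the peaks form 8 regions, and the mean summit of 4 of them lay within 100 bp of a tRNA entry, a zone that makes up 1.90% of the genome. As many were found in 4 of 10000 random rotations of the regions. Rotations keep the spacing of the regions, so small ones leave them near the same genes and may account for these. With each region placed on its own, as many were found in 0 placements. Both tests were run on the summits in which the pattern, already named in the authors' notes, was seen, and 2 of the 4 regions lie at copies of the same gene. The tests therefore do not decide against chance placement. Within 50, 200 and 500 bp the numbers were 2, 4 and 6 regions, reached in 51, 10 and 16 of 10000 rotations. Single placements reached them 33, 2 and 0 times. Of the 2 control peaks, 0 lay within 100 bp and 1 within 500 bp. That difference was not tested, as 2 peaks are too few. In all 6 peaks over a tRNA gene, on 4 distinct genes, the summit was on the lower-coordinate side. The pattern is consistent with binding near tRNA genes, but chance was not excluded, sequence composition, mapping and breakage of DNA at these sites were not tested, and it cannot be told apart from them.

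The native-promoter peak from 321651 to 321958, absent from the p35S list, covers the second copy of trnS(GCT), and the p35S-only peak from 41299 to 41618 covers the first. Their summits lie 59 and 51 bp from the gene, 8 bp apart in offset and on the same side. Each line thus has a trnS(GCT) peak, at different copies. If reads were split evenly between the copies, each list would be likely to show both. At equal coverage the chance that the second copy falls below the pileup sure to reach the q-value cutoff in both lists is 0.000379. That chance is 0.0898 at the lower confidence bounds, and 0 lists show both. Even splitting therefore remains possible, and how far the copies share sequence was not examined. A candidate explanation is that the lines differ less at trnS(GCT) than the peak lists show. Counting the copies as one, both lines would share trnM(CAT), trnG(GCC) and trnS(GCT).

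Peaks called in one SHOT1-GFP line only and not in the control could reflect counting error at this depth. Equal pileup relative to mean coverage was assumed. A miss meant falling below the pileup sure to reach the q-value cutoff in the other line. The chance of missing each of the 5 ranged from 0.00206 for the p35S peak at 41299 to 0.180 for the native-promoter peak at 321651. The chance of missing all 5 was 1.37e-08, and 0.00854 at the lower confidence bounds. These peaks were picked because the other list lacks them and because their own pileup was high, and the peak caller may also pass over a short stretch, so the number overstates the case and the difference between lines cannot be told apart from counting error and calling rules.

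The Repeat II peak was in the control and native-promoter lists and not in the p35S list. At the pooled pileup of the former libraries relative to their mean coverage, 35.8 fragments would cover the summit in the p35S library. A pileup of 22 was sure to reach the q-value cutoff there. The chance of falling below that pileup was 0.00538, or 0.0968 at the lower confidence bound, so counting error at this depth cannot be ruled out.

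The p35S SHOT1-GFP library had far fewer duplicate fragments than the others. The authors' removal took 339 of 9124 fragments there, or 3.72% (95% Wilson interval 3.35 to 4.12%), against 2063 of 11223 in the control, or 18.4% (17.7 to 19.1%), and 1801 of 10465 in native-promoter SHOT1-GFP, or 17.2% (16.5 to 17.9%). Independent fragments that share a start by coincidence under uniform placement would number at most 171 in the control and 149 in the native-promoter library. Both are far below the numbers removed there. In the p35S library the bound is 113, against 339 removed. These bounds count every shared start, whatever the other end of the fragment. Coincidences at both ends of a read pair would be fewer and were not estimated. The number of fragments sequenced does not account for it either. Under random sampling the libraries would hold about 26659, 119723 and 26806 distinct fragments in the control, p35S and native-promoter line, so the p35S library is estimated as 4.47 times the larger of the others. With these upper bounds counted as distinct fragments the estimates are 29434, 181258 and 29555, and the ratio is 6.13. The p35S estimate would thus be sensitive to coincidences only if they came near that bound. A candidate explanation is that more DNA entered the p35S library, as a higher level of tagged protein might give, but PCR cycles, the amount of starting DNA and duplicates from the sequencer were not recorded in the lists, and the pattern cannot be told apart from them.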
